A study of Mus musculus with 36 samples.

How the data were processed

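Gene expression was measured by RNA sequencing in proliferating C2C12 myoblasts, an established mouse muscle precursor line, cultured with or without nanoceria (cerium oxide nanoparticles, 100 µg/ml in the medium reservoir). Per the labels, cells in sealed experiment units were fixed with RNAlater inside an incubator on the space station or in a ground run that followed later in the same hardware. RNA was extracted with a mirVana PARIS kit, and libraries of polyadenylated RNA were made with the NEBNext Ultra kit, per the labels' protocols. The 18 libraries fell into 6 groups of 3 libraries: space without gravity, space with gravity, and land, each with and without nanoceria. The terms "without gravity" and "with gravity" are those of the labels. The labels gave each group by a letter, and replicate numbers followed the order of the records, so they paired no libraries across groups. The ground run was a separate experiment, so a difference between space and land cannot be told apart from a difference between those runs.

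The deposited files held raw counts per Ensembl gene, 1 library per file, with the chromosome, exon coordinates, strand and length of each gene, per the file headers. The protocol text stopped before data processing, so the aligner, the counting tool, the use of strand and any read filter were not stated. All 18 files listed the same 49315 genes. Of these, 49056 identifiers were in GENCODE M21 for GRCm38, 44858 with the same start and end, and 48970 had a symbol. The deposited gene length equalled the merged exon length for 49229 genes. The 18 small RNA samples of the series had no files and were not analysed here.

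Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 6 groups, which left 11558 genes, and libraries were scaled by the trimmed mean of M values (TMM). A group-means model over all 18 libraries was fitted with the robust quasi-likelihood method, so that all groups shared 1 estimate of the spread, with 12 residual degrees of freedom. The Benjamini-Hochberg adjusted p threshold was 0.05. The 9 pairwise contrasts compared nanoceria within each regime, gravity within space at each nanoceria level, and each space regime with land at each nanoceria level. The 3 averaged contrasts were nanoceria over the 3 regimes, gravity withdrawn in space over both nanoceria levels, and space with gravity against land over both nanoceria levels. A further quasi-likelihood F-test asked whether the nanoceria effect differed between regimes. Where a standard error (SE) is given, it is the absolute log2 fold change divided by the square root of the F statistic. It restates the test and is no separate estimate of the uncertainty of a fold. Positive log2 fold changes are higher in the first group named.

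For each averaged contrast, 14 gene sets were tested with the directional rotation test fry of limma 3.58.1 on the same fit, with adjustment over the sets of that contrast. Distances between libraries were squared Euclidean distances of log2 CPM (counts scaled to a common library size) with a prior count of 2. Their share between regimes was tested with 100000 permutations, and their share between nanoceria levels within regimes with all 8000 reassignments. Shares of counts were compared between groups with 2-sided exact permutation tests that reassigned libraries within the levels of the other factor, with adjustment over the 6 tests of that family. The 6 genes of that share were chosen after their counts were seen. Percentages for single libraries carry Wilson 95% intervals, and the smallest share a library can show was taken as 3 counts of its total. For bounds on folds, the floor was 3 counts in TMM-scaled CPM. Intervals and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

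The design, the tests, the gene sets, the rule for named genes and a first list of alternatives were chosen before the data were examined. For each averaged contrast the rule named the 3 genes with the highest and the 3 with the lowest log2 fold change among genes past the threshold, with an average log2 CPM of at least 3, a symbol and the same sign in every contrast averaged. For each pairwise contrast it named the gene with the smallest p that rose and that fell, if past the threshold, and for the test between regimes the 2 genes with the smallest p. A fixed list of 12 genes was reported whatever its values: Myog, Myh3, Ckm, Hmox1, Nqo1, Txnrd1, Slc7a11, Mt1, Mt2, Cdkn1a, Mki67 and Vegfa.

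Alternatives were DESeq2 size factors within edgeR, the DESeq2 1.42.0 test, limma voom with sample quality weights, no filter on low counts, a mean of at least 50 counts, the libraries of the compared groups only, camera with an inter-gene correlation of 0.01 in place of fry, and leaving out each replicate in turn. For the distances, a prior count of 0.5 and the 500 genes with the largest variance were also tried. A further 4 were chosen after seeing the data: the smallest library left out of every fit, the 6 dominant genes removed before scaling, the share of those genes as a covariate, and trends with GC content and gene length in each library as offsets (lowess, span 0.3). Real libraries were also regrouped: all 10 splits for 3 against 3 libraries, and 100 drawn splits for averaged contrasts, or 50 for the fit without a filter.

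The procedures were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by known folds. Each gene was given 1 spread in all groups, as the model assumes. Without any change, the contrasts simulated gave 0 or 1 genes past the threshold among 11201 tested. Of genes changed 8-fold, 89.4% were recovered for nanoceria averaged over regimes, 83.3% for gravity and 81.4% for space with gravity against land. At 4-fold those shares were 56.4%, 15.5% and 24.2%, and at 2-fold 0.521%, 0% and 0%. In the 2 pairwise nanoceria contrasts simulated, 22.7% and 25.6% of genes changed 8-fold were recovered, and none at 4-fold. Sequence comparisons used BLAST 2.17.0+ with at least 90% identity, and permutations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. No library was left out of the reported results.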

Results

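Polyadenylated RNA was counted per gene in 18 libraries of C2C12 myoblasts, 3 for each of 6 groups. Total counts in space without gravity were 5442647, 5284506 and 6692745 without nanoceria (replicates 1 to 3 in order) and 6397466, 2986628 and 5971622 with it. In space with gravity they were 11361755, 11378178 and 4974222 without nanoceria and 10418096, 7940811 and 23858 with it. On land they were 6783939, 5245017 and 3380080 without nanoceria and 6720185, 6118015 and 3885941 with it. The smallest library, space with gravity and nanoceria replicate 3, held counts in 4880 genes, against 12852 to 17509 in the other 17. Outside the most abundant genes described next, 3 counts corresponded to 165 CPM in that library and to between 0.350 and 2.41 CPM in the others. It could not show most genes at their usual level, and it held 1 of the 3 replicates of its group.

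A few genes took a large part of the counts. The 6 dominant genes were Lars2 (ENSMUSG00000035202, GRCm38 chromosome 9, 123366927 to 123462666), Gm23935, Gm15564, Gm24270, Gm24187 and Gm25911. Together they held between 23.8% (Wilson 95% interval 23.3 to 24.4) of counts in the smallest library and 76.3% (Wilson 95% interval 76.2 to 76.3) in land without nanoceria replicate 2. The mean share was 31.0% ± 5.60 (SD, n = 3) in space with gravity without nanoceria and 36.8% ± 15.8 (SD, n = 3) with it. It was 56.6% ± 11.9 (SD, n = 3) in space without gravity without nanoceria and 48.0% ± 7.92 (SD, n = 3) with it. On land it was 65.3% ± 13.9 (SD, n = 3) without nanoceria and 65.6% ± 7.06 (SD, n = 3) with it. After removal of these genes, libraries held between 18168 and 8573359 counts. Gm23935, Gm24270, Gm24187 and Gm25911 are annotated as near-identical copies: over 57 bases, Gm23935 matched Gm24270 with 100.0% identity, Gm24187 with 98.2% and Gm25911 with 96.5%. A stretch of 167 bases in the 3′ untranslated exon of Lars2 (GRCm38 chromosome 9, 123462023 to 123462189) matched Gm15564 with 97.6% identity (GRCm38 chromosome 16, 35981655 to 35981821). How the counting divided reads between such copies was not stated, so the count of each single gene among the 6 is uncertain.

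**Figure D1:**
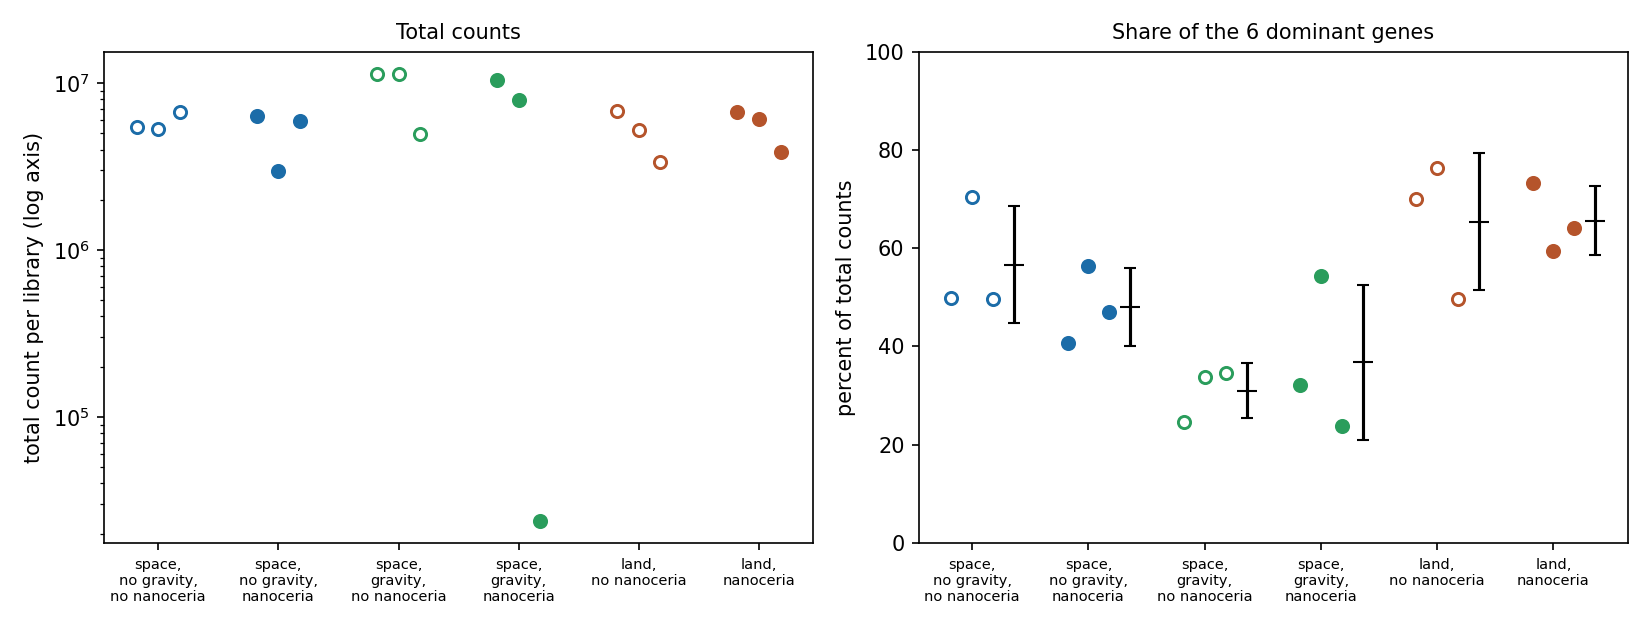
Total count per library (left, log axis) and percent of total counts held by the 6 dominant genes (right) in the 6 groups; each point is a library, filled for nanoceria, and bars beside the points give the mean and SD of 3 libraries. One library in space with gravity and nanoceria holds 23858 counts, the rest between 2986628 and 11378178, and the mean share runs from 31.0% to 65.6%.

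The share of the dominant genes was compared across the factors with 2-sided exact permutation tests, 6 tests in the family together with those of the mitochondrial share below. Without gravity in space it was higher by 18.5 percentage points averaged over nanoceria (12 libraries, exact p 0.015, Benjamini-Hochberg adjusted 0.0225). Without the smallest library the rise was 15.2 points and the exact p 0.065 (adjusted 0.078), so this difference did not hold without that library. Space with gravity differed from land by −31.6 points (exact p 0.005, the smallest these permutations can give, adjusted 0.02). With nanoceria the share moved by −0.855 points within regimes (18 libraries, exact p 0.871), less than the spread between replicates.

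Across all tested genes, the common biological coefficient of variation was 0.659. Correlations of log2 CPM between pairs of libraries, leaving out the smallest, used 5842 genes rather than all tested genes. Their median was 0.815 within groups (16 pairs) and 0.720 between groups (120 pairs). It was 0.831 among space libraries (55 pairs), 0.673 among land libraries (15 pairs) and 0.666 between space and land (66 pairs). Land libraries were thus hardly more alike to each other than to space libraries. The model gave all groups 1 estimate of the spread, so its tests did not allow for such unequal spread. The distances below do not separate it from a shift between regimes. The first principal component, 40.1% of the variance, set the smallest library apart from the rest. The 3 regimes accounted for 18.8% of the squared distance between libraries (pseudo-F 1.73, permutation p 0.00094, 1-sided by construction). Nanoceria within regimes accounted for 15.5% (exact permutation p 0.813, 8000 reassignments), no more than random assignment gave. Leaving out the smallest library moved the regime share most, to 26.1%, and the restriction to the 500 genes with the largest variance gave 22.8%.

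The first question of the design was whether nanoceria changed expression in each regime. No gene passed the adjusted threshold with edgeR in space without gravity, where 459 genes had an unadjusted p under 0.05 and 578 were expected by chance among 11558. In space with gravity the count was likewise 0 (516 at unadjusted p under 0.05). On land it was also 0 (1183 at unadjusted p under 0.05). Averaged over the 3 regimes, 0 genes passed (756 at unadjusted p under 0.05), and the test of a nanoceria effect that differed between regimes gave 0 genes (710 at unadjusted p under 0.05). The alternative that moved these counts most was the absence of a filter on low counts, which gave 214 genes for the averaged contrast. Counts were simulated with these library sizes and 1 spread per gene in all groups. The averaged contrast then recovered 0.521% of genes changed 2-fold and 56.4% of genes changed 4-fold. Under that spread, 2-fold effects were not detectable at this replication. In a pairwise contrast, changes of 4-fold were not recovered.

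**Figure D2:**
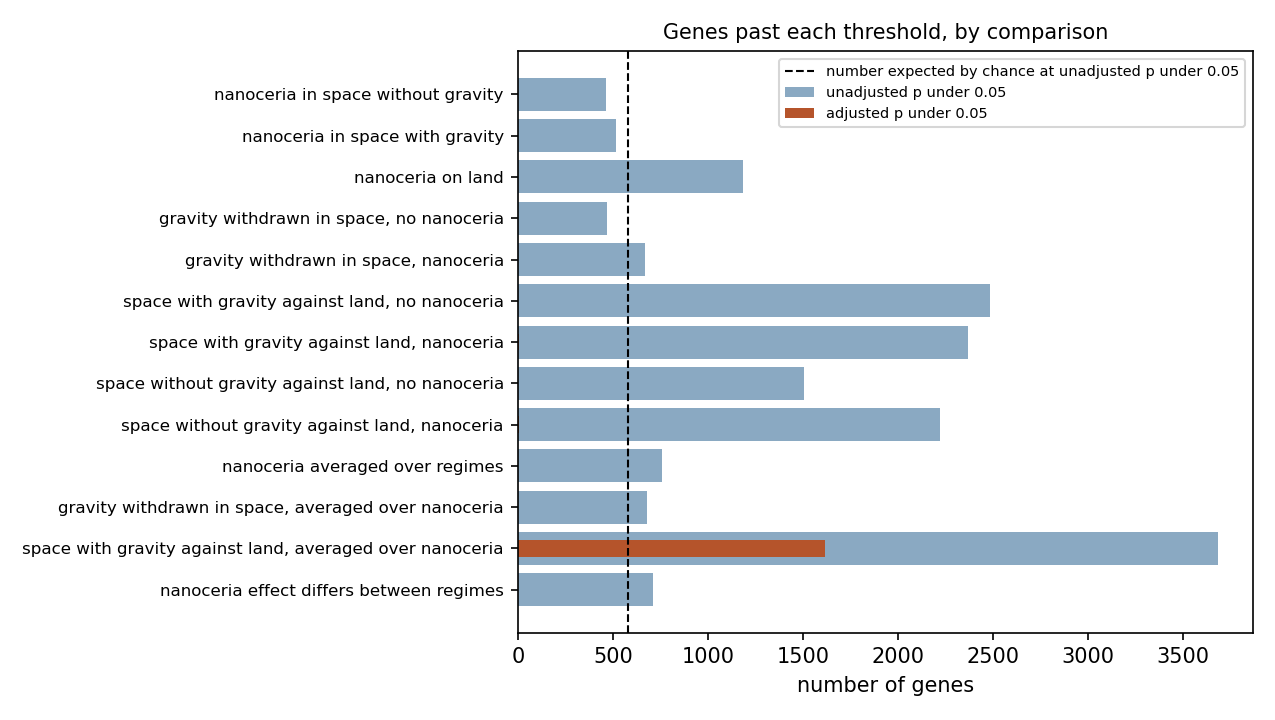
Number of genes (horizontal axis) with an unadjusted p under 0.05 (wide bars) and with an adjusted p under 0.05 (narrow bars) in edgeR's quasi-likelihood tests, for each comparison; the dashed line marks the 578 genes expected by chance at the unadjusted threshold. Space with gravity against land, averaged over nanoceria, has 3684 and 1613 genes, while the nanoceria and gravity comparisons have 0 genes past the adjusted threshold and between 459 and 1183 at unadjusted p under 0.05.

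The second question was whether withdrawing gravity in space changed expression. Without nanoceria 0 genes passed (468 at unadjusted p under 0.05), and with nanoceria 0 genes passed (668 at unadjusted p under 0.05). Averaged over nanoceria, 0 genes passed (676 at unadjusted p under 0.05), with the smallest adjusted p of edgeR at 0.401. Without a filter on low counts, the setting that moved it most, the averaged contrast gave 53 genes higher and 176 lower.

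The third comparison set space with gravity against land. Averaged over nanoceria, 1613 of 11558 genes passed the threshold, 834 higher and 779 lower in space, all by at least 2-fold, with a median absolute log2 fold change of 2.12. At the unadjusted threshold 3684 genes passed. Within a nanoceria level the tests rested on 3 libraries against 3. Without nanoceria 0 genes passed (2483 at unadjusted p under 0.05), and with nanoceria 1 gene passed, higher in space (2368 at unadjusted p under 0.05). Space without gravity against land gave 0 genes without nanoceria (1504 at unadjusted p under 0.05) and 5 genes with nanoceria, 4 higher and 1 lower (2220 at unadjusted p under 0.05). The alternative that moved the averaged count most was the share of the dominant genes as a covariate, which left 1 gene. That share and the regimes differed together, so the covariate also took up part of the difference between regimes.

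Among the genes named by the rule, the highest log2 fold changes for space with gravity against land were those of Gm37297, Upk3bl and Gm42899. Gm37297 (ENSMUSG00000104114, GRCm38 chromosome 1, 89483438 to 89485821) had a log2 fold change of 9.40 ± 1.57 (SE), edgeR adjusted p 0.00474. Upk3bl (ENSMUSG00000006143, chromosome 5, 136054492 to 136064326) had 9.00 ± 1.67 (SE), edgeR adjusted p 0.00813. Gm42899 (ENSMUSG00000104687, chromosome 3, 53083219 to 53085885) had 6.97 ± 0.80 (SE), edgeR adjusted p 0.000781. Land libraries held at most 2 counts of Gm37297, 0 of Upk3bl and 5 of Gm42899, so the model's folds rest on near-empty groups. Measured against the floor of 3 counts, Gm37297 was at least 41.7-fold higher in space with gravity without nanoceria and at least 48.0-fold higher with it. Upk3bl was at least 7.24-fold and 10.7-fold higher, and Gm42899 at least 32.7-fold higher with nanoceria. Upk3bl had 0 counts in 2 of the 6 libraries of space with gravity, 1 of them the smallest library. Both Gm37297 and Gm42899 are annotated as transcripts of an unproven class, each lying inside an intron of a longer gene on the same strand (Agap1 and Lhfp), so reads of unspliced precursors of those genes would be counted on them.

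The lowest log2 fold changes were those of Col8a2, Igf1 and Nkd2. Col8a2 (ENSMUSG00000056174, chromosome 4, 126286793 to 126314330) had −7.75 ± 1.85 (SE), edgeR adjusted p 0.0145. Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) had −7.32 ± 2.14 (SE), edgeR adjusted p 0.0316. Nkd2 (ENSMUSG00000021567, chromosome 13, 73818534 to 73847631) had −7.19 ± 1.32 (SE), edgeR adjusted p 0.00581. Libraries in space with gravity held at most 2 counts of Col8a2, which was therefore at least 99.7-fold lower than land without nanoceria. With nanoceria, the floor of 3 counts in the smallest library was 35.7 CPM after TMM scaling. On that scale Nkd2 was at least 1.54-fold lower and Col8a2 had no lower bound. That floor rests on the TMM factor of the smallest library, 3.86, against 0.403 to 1.37 in the others, so the bound for Nkd2 is uncertain. Without that library, Nkd2 and Col8a2 were at least 116-fold and 19.3-fold lower. In land without nanoceria, replicate 3 held 429 of the 476 counts of Col8a2 and replicate 2 held 1, below the floor. In land with nanoceria, replicate 3 held 2600 of the 2606 counts of Igf1, all 85 counts of Col8a2 and 499 of the 510 counts of Nkd2. Across the fits that each left out one replicate, the log2 fold change of Igf1 ran from −8.21 to −2.99 and 7 of the 12 fits took it out of the called genes. Col8a2 left them in 2 of the 12 fits (−8.93 to −3.32) and Nkd2 in 0 (−8.01 to −4.61).

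**Figure D3:**
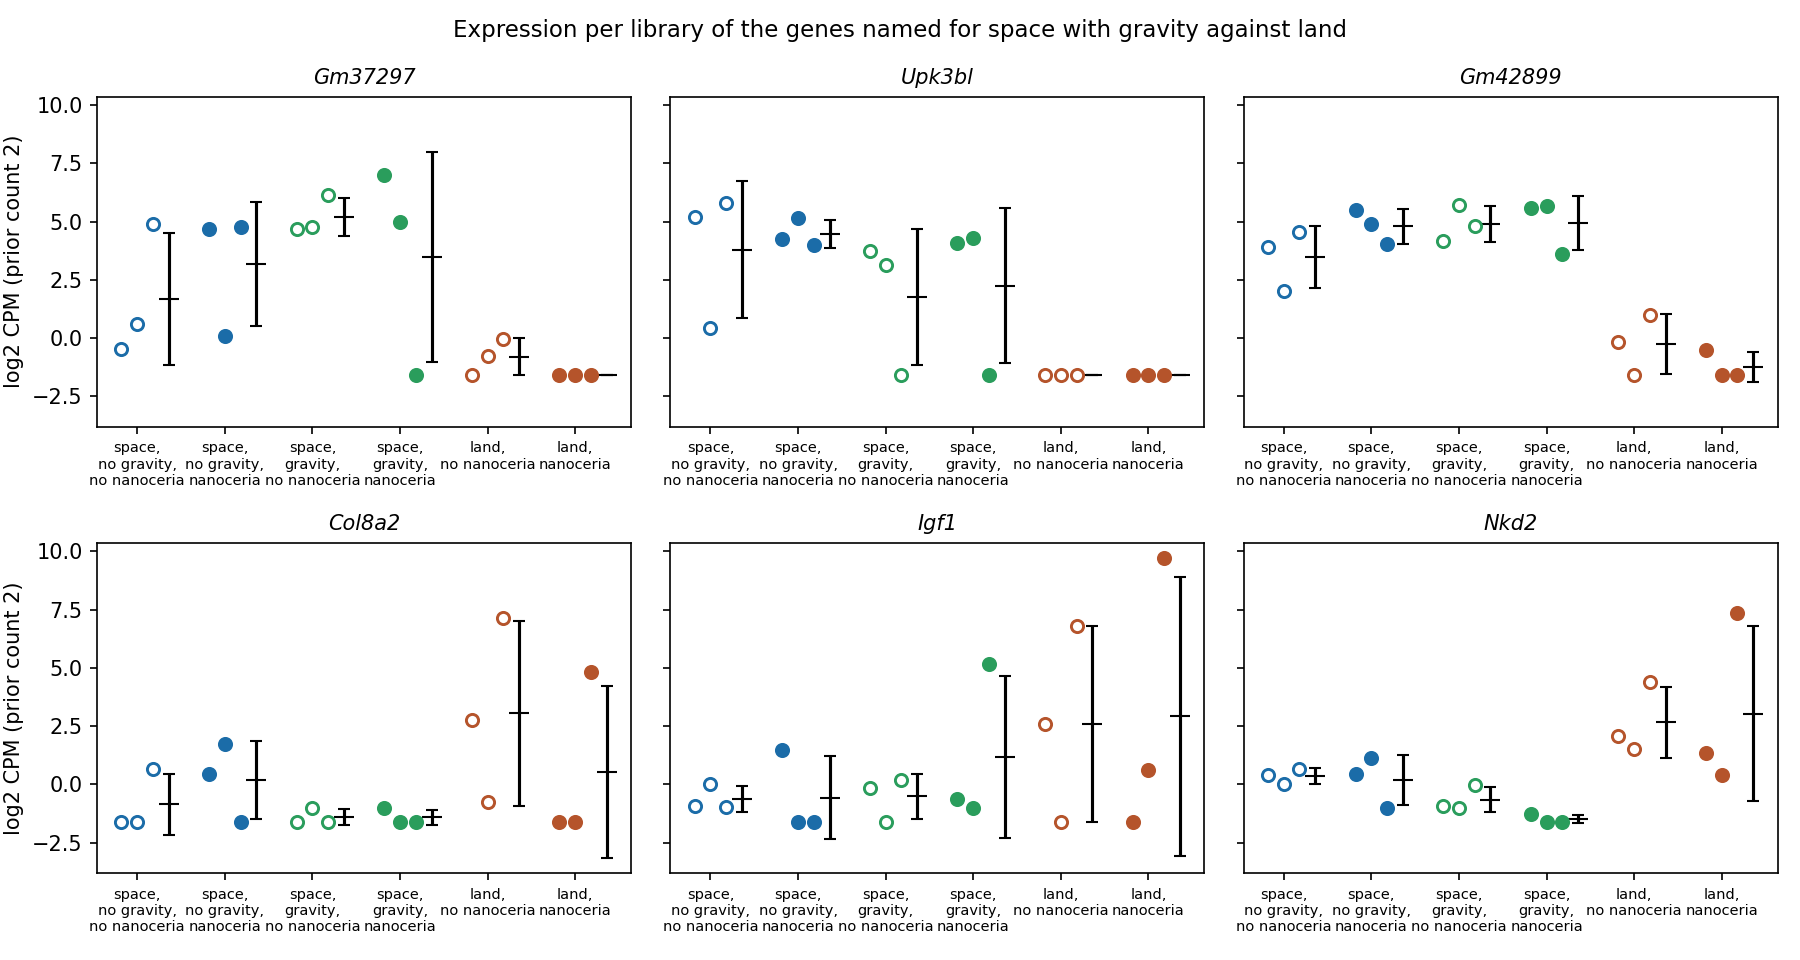
TMM-scaled log2 CPM (prior count 2) of the 6 genes named for space with gravity against land, by group; each point is a library, filled for nanoceria, and bars give the mean and SD of 3 libraries. Gm37297, Upk3bl and Gm42899 lie near the bottom of the scale in the 6 land libraries, and Igf1 and Col8a2 in land with nanoceria are high in replicate 3 alone.

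With nanoceria, the gene past the threshold for space with gravity against land was Gm42899 (log2 fold change 8.43 ± 1.26 (SE), edgeR adjusted p 0.0303). It left the called genes in 4 of the 6 fits that each left out one replicate. For space without gravity against land with nanoceria the rule named, among genes that rose, Gm42899 (log2 fold change 8.001 ± 1.24 (SE), edgeR adjusted p 0.0211), which left the called genes in 5 of the 6 such fits. Further genes higher in space in that contrast, named after their values were seen, were Gm43062 (log2 fold change 10.11), Cenpq (5.20) and Dbf4 (5.14). Gm42899 and Gm43062 held at most 1 and 0 counts in those land libraries, so they were at least 27.1-fold and 20.4-fold higher in space without gravity. Cenpq, with at most 2 counts on land, was at least 9.47-fold higher. A difference between space with and without gravity in these genes was not called in the gravity contrasts above.

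Of the 12 genes on the fixed list, 9 were tested, and Myog, Myh3 and Ckm fell below the filter. For nanoceria averaged over regimes, 0 genes passed over the list and 0 over all genes, with 0 at unadjusted p under 0.05. Log2 fold changes ran from −0.88 ± 0.54 (SE) for Slc7a11 to 0.77 ± 0.51 (SE) for Nqo1. For gravity withdrawn in space 0 passed on either basis, with 2 at unadjusted p under 0.05: Mki67 (1.96 ± 0.70 (SE), edgeR adjusted p over the list 0.110) and Mt2 (1.03 ± 0.44 (SE), edgeR adjusted p over the list 0.137). Between space with gravity and land, 3 passed over the list and 2 over all genes. Mt1 fell by 2.10 on the log2 scale (SE 0.51, edgeR adjusted p over all genes 0.0152, over the list 0.00279). Mt2 fell by 1.93 (SE 0.45, edgeR adjusted p over all genes 0.0129, over the list 0.00279). Nqo1 fell by 1.97 (SE 0.65, edgeR adjusted p over all genes 0.0501, over the list 0.0211). With the share of the dominant genes as a covariate, Mt1 and Mt2 fell by 0.55 and 0.59 and did not pass. Mt1 was at 76.6 ± 32.4 CPM (SD, n = 3) in space with gravity without nanoceria against 301 ± 81.6 CPM (SD, n = 3) on land without nanoceria. Mt2 shares 432 of its 588 exon bases with Gm45774 on the opposite strand, which held 58 counts in all libraries together.

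Of the 14 gene sets, 0 passed for nanoceria averaged over regimes with fry, and 1 had an unadjusted p under 0.05. That set was the mitochondrially encoded genes (p 0.0165, adjusted 0.232), with a median log2 fold change of −0.82 and 11 of 11 tested members lower. For gravity withdrawn in space 0 sets passed and 2 had an unadjusted p under 0.05. The mitochondrially encoded genes were again first (adjusted p of fry 0.0567), with a median log2 fold change of 1.34 and 11 of 11 members higher, followed by the cell cycle (unadjusted p 0.0433, median 0.46, 17 of 19 members higher). Between space with gravity and land 2 sets passed. The mitochondrially encoded genes had a median of −2.19 with 11 of 11 members lower (adjusted p of fry 0.00722). Metal handling had a median of −0.84 with 8 of 12 members lower (adjusted p of fry 0.00722). Both sets were lower under DESeq2 size factors too. With only the libraries of the groups compared, and with the dominant share as a covariate, 0 sets passed for that contrast, with 2 at unadjusted p under 0.05 in each. Of the myogenic differentiation and interferon sets, 8 of 22 and 6 of 18 members were abundant enough to test.

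Counts of all genes on the mitochondrial genome, as a percent of counts outside the 6 dominant genes, were compared in the same way. Their mean was 0.311% ± 0.126 (SD, n = 3) in space with gravity without nanoceria and 0.133% ± 0.0425 (SD, n = 3) with it. In space without gravity it was 0.605% ± 0.177 (SD, n = 3) without nanoceria and 0.415% ± 0.0798 (SD, n = 3) with it. On land it was 1.19% ± 0.248 (SD, n = 3) without nanoceria and 0.703% ± 0.665 (SD, n = 3) with it. Without gravity the share was higher by 0.289 percentage points (12 libraries, 2-sided exact permutation p 0.01, adjusted 0.02). Space with gravity differed from land by −0.723 points (12 libraries, 2-sided exact permutation p 0.01, adjusted 0.02). Nanoceria moved it by −0.284 points within regimes (18 libraries, 2-sided exact permutation p 0.0593, adjusted 0.0711), which did not pass. Leaving out the smallest library, the gravity difference was 0.301 points and the difference from land −0.735 points, both with an exact p of 0.01.

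**Figure D4:**
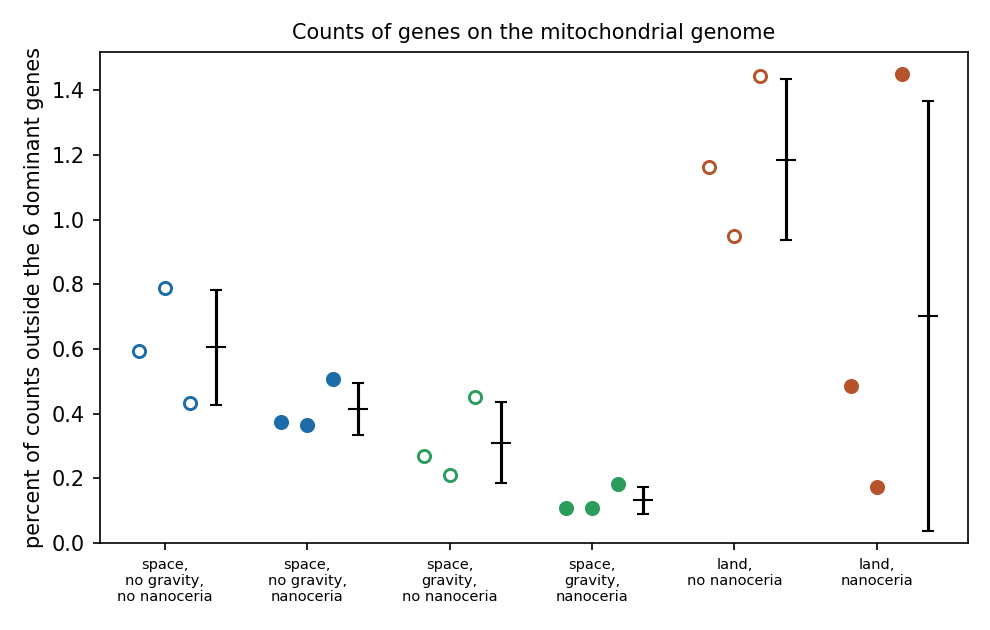
Counts of genes on the mitochondrial genome as a percent of the counts outside the 6 dominant genes, by group; each point is a library, filled for nanoceria, and bars give the mean and SD of 3 libraries. Group means rise from 0.133% in space with gravity and nanoceria to 1.19% on land without nanoceria.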

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

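Leaving the smallest library out of every fit, removing the dominant genes before scaling, adding their share as a covariate, and taking out GC and length trends were alternatives chosen after seeing the data. Named genes and single gene sets made 40 results. Of their 382 comparisons with an alternative, leave-one-out fits aside, 335 kept direction and side of the threshold, 25 became weaker, 8 stronger and 14 reversed. Of their 522 leave-one-out comparisons, 472 kept both, 26 became weaker, 3 stronger and 21 reversed. No paired analysis was possible because the replicate numbers follow only the order of the records. Except where a value is named, the cause was not tested.

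The count for space with gravity against land averaged over nanoceria (1613 genes, 834 higher and 779 lower) ran from 1052 to 2691 across the alternatives, leave-one-out fits aside, except the share of the dominant genes as a covariate, which left 1 gene (1391 at unadjusted p under 0.05). The DESeq2 test gave 2691 genes (824 higher, 1867 lower), GC and length offsets 1052 (593 higher, 459 lower), and the libraries of the compared groups alone 1072 (645 higher, 427 lower). No filter gave 2242 (1470 higher, 772 lower), voom 1662 (809 higher, 853 lower), and a mean of at least 50 counts 1237 (536 higher, 701 lower). DESeq2 size factors in edgeR gave 2186 genes, 628 higher and 1558 lower. Of the 1613 genes, 1407 were shared with that setting and 914 with the GC and length offsets, all in the same direction. The median log2 fold change of all genes was −0.04 with TMM, −0.39 with DESeq2 size factors and −0.37 in the DESeq2 test, so higher and lower calls are relative to the scaling. For gravity that median was 0.04, 0.13 and 0.11. From 459 to 1614 genes passed across the 12 fits that each left out one replicate.

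For space with gravity against land without nanoceria (0 genes) the alternatives gave 50 (DESeq2 size factors; 15 higher, 35 lower), 1284 (DESeq2 test), 2405 (voom), 981 (no filter), 1.9e+02 (mean of at least 50 counts; 86 higher, 99 lower), 57 (smallest library left out) and 421 (compared groups only), and from 0 to 4 with one replicate left out. With nanoceria (1 gene) they gave 5 (DESeq2 size factors; 4 higher, 1 lower), 942 (DESeq2 test), 1158 (no filter), 114 (mean of at least 50), 25 (compared groups only), 0 with voom (1408 at unadjusted p under 0.05) and 0 with the covariate (1463 at unadjusted p under 0.05), and from 0 to 39 with one replicate left out. Space without gravity against land without nanoceria (0 genes) went to 208 (DESeq2 test), 249 (voom) and 498 (no filter), and from 0 to 26 with one replicate left out. With nanoceria (5 genes) it went to 818 (DESeq2 test), 1118 (no filter) and 50 (mean of at least 50). It went to 0 with voom (1562 at unadjusted p under 0.05), 0 with the covariate (1439) and 0 with the compared groups only (1469), and from 0 to 90 with one replicate left out.

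The DESeq2 test gave 28 genes for nanoceria in space with gravity, 164 on land, 1 averaged over regimes and 8 for a nanoceria effect that differs between regimes. For gravity it gave 3 without nanoceria, 31 with nanoceria and 11 averaged. Without a filter on low counts, nanoceria gave 205 genes in space without gravity, 253 with gravity, 502 on land, 214 averaged and 551 for the difference between regimes. In the same setting gravity gave 157 genes without nanoceria, 333 with nanoceria and 2.3e+02 averaged (53 higher, 176 lower). The compared groups alone gave 1 gene for nanoceria in space with gravity and 6 for gravity with nanoceria. Nanoceria on land ranged from 0 to 1 gene with one replicate left out (1183 at unadjusted p under 0.05 with all libraries).

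Camera in place of fry gave 1 gene set for nanoceria, 3 for gravity and 3 for space with gravity against land. For gravity, 1 set passed without a filter and 1 with the compared groups only. Between space with gravity and land, 0 sets passed with the covariate (2 at unadjusted p under 0.05) and 0 with the compared groups only (2 at unadjusted p under 0.05). With one replicate left out, nanoceria gave from 0 to 1 set and gravity from 0 to 1 set (1 and 2 at unadjusted p under 0.05 with all libraries). The share of distance between regimes kept a permutation p under 0.05 in every alternative, from 17.3% to 22.8%, and from 17.9% to 26.1% with one replicate left out. The share for nanoceria passed in none.

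Mt1 and Mt2 passed over all genes for space with gravity against land in every alternative but the covariate (log2 fold changes −0.55 and −0.59), and failed in 2 and 1 of the 12 fits that each left out one replicate. Col8a2 and Igf1 failed with voom (−2.22 and −1.63) and with the covariate.

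Several genes of the fixed list reversed. For nanoceria averaged over regimes, Mt1 went to a log2 fold change of 0.037 with the smallest library left out, and Cdkn1a to −0.12 with voom and −0.027 with GC and length offsets. For gravity, Hmox1 went to 0.071 with DESeq2 size factors, 0.060 in the DESeq2 test, 0.14 with voom and 0.0022 with a mean of at least 50 counts. Txnrd1 went to −0.090 with the smallest library left out, Mt1 to −0.086 with the covariate, and Vegfa to 0.022 with voom and 0.16 with the covariate. Between space with gravity and land, Cdkn1a went to 0.23 with the covariate and 0.0050 with GC and length offsets, and Vegfa to −0.15 with the covariate. With one replicate left out, the ranges that crossed 0 for nanoceria were −0.33 to 0.037 for Mt1, −0.040 to 0.25 for Cdkn1a and −0.70 to 0.43 for Mki67. For gravity they were −0.21 to 0.21 for Hmox1, −0.14 to 0.70 for Nqo1, −0.46 to 0.58 for Txnrd1, −1.21 to 0.045 for Slc7a11 and −0.31 to 0.17 for Vegfa. Between space with gravity and land it was −1.06 to 0.055 for Txnrd1.

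Depth limits the smallest library most: with 23858 counts it cannot show most genes at their usual level, so space with gravity and nanoceria had 2 libraries of usual depth. Its few counts still moved some results, such as the direction of Mt1 for nanoceria and of Txnrd1 for gravity given above.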

Other observations

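The tests chosen only after their result was seen were the splits of every contrast except space with gravity against land averaged over nanoceria, the covariate and its simulations, the GC and length offsets, the fits without the smallest library, the ratio of Lars2 to Gm23935 and its comparison with pairs of other genes, the scores with genes chosen without the library compared, the share of genes counted mostly in 1 library among genes the filter removes, and those of the mitochondrially encoded genes.

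Real libraries were regrouped to see how often other groupings gave as much. For 3 libraries against 3 there are 10 splits, the real one included, so the share can never fall under 0.1, and these splits cannot settle whether a pairwise result exceeds a random grouping. At unadjusted p under 0.05, as many genes as the real split came from 10 of the 10 splits for nanoceria in space without gravity, 4 of the 10 in space with gravity and 7 of the 10 on land. The 1183 genes for nanoceria on land were thus not more than splits of the same 6 libraries gave (median of the others 1244). For gravity it was 3 of the 10 without nanoceria and 7 of the 10 with it. Against land it was 1 of the 10 for space with gravity without nanoceria, and for space without gravity against land 2 of the 10 without nanoceria. With nanoceria, as many genes past the adjusted threshold came from 2 of the 10 splits for space with gravity against land and from 1 of the 10 for space without gravity against land.

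For nanoceria averaged over regimes, 46 of the 100 splits gave as many genes at unadjusted p under 0.05, and 43 of the 100 as many gene sets. For a nanoceria effect that differs between regimes it was 78 of the 100. For gravity averaged over nanoceria, 15 of the 100 splits gave as many genes and 20 of the 100 as many gene sets at unadjusted p under 0.05. When space with gravity was set against land averaged over nanoceria, 1 of the 100 splits, the real one, gave as many genes past the adjusted threshold, and the highest other split gave 939. As many gene sets past the threshold came from 4 of the 100 splits.

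Some alternatives called genes for nanoceria where edgeR with the filter gave 0. Without a filter, 43 of the 50 splits gave as many genes as the 214 called for nanoceria averaged over regimes, with a median of 248 in the other splits. With the DESeq2 test, 7 of the 10 splits gave as many as the 164 genes called for nanoceria on land, with a median of 271 in the others. These calls did not exceed what groupings unrelated to nanoceria gave. It was also tested whether the 214 calls were genes counted mostly in 1 library. The share of called genes that the filter removes and that had at least 80% of their scaled counts in 1 library was 13.6% (29 of 214). Whether or not the filter removes them, 45 of the 214 had this concentration, about the same share as the 20.8% of all 25194 genes with a count. Among genes that the filter removes it was 63.0% of the 46 called ones, against 38.1% of all 13636. Such genes may account for part of the calls, and most calls were of other genes.

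The 1613 genes called between space with gravity and land were weighed against technical explanations. Thinning 17 libraries to 1245067 counts outside the dominant genes, without the smallest library, left a median of 1357 genes over 5 draws, against 1614 at full depth. From 1149 to 1175 of the genes in each draw were among the 1613, so unequal depth may account for some of the calls but not for most. Without the smallest library 1614 genes were called, 1421 of them among the 1613, so most calls did not depend on that library. With GC and length trends removed, 1052 genes were called, 914 of them among the 1613, so these trends may account for part of the count but not for all of it. With the share of the dominant genes as a covariate, 1 gene was called. In a simulation with the same 1613 genes changed by regime and no effect of the covariate, the covariate still left 227 genes, where 1180 were called without it. The covariate inflated the variance of the contrast by 3.01, so part of the loss is what collinearity gives. With each simulated log2 change multiplied by 0.5 it left 0 genes, but only 50 were called without it. In further draws every gene was changed by its fitted value, multiplied by 0.8 to call about as many genes as the data. Those called a median of 1411 without the covariate and left 104 with it (83 to 114 over 3 draws), against 1 in the data. With only the 1613 genes changed, multiplied by 1.3, the median was 1539 without the covariate. With it 630 were left (566 to 650 over 3 draws), so the loss from collinearity depended on how the changes were simulated. The loss in the data was larger than in either simulation, so part of the difference may follow the dominant share. Genes were simulated as independent, and how far shared variation between genes adds to the loss was not tested.

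Inside space without gravity, where the called genes played no part in the contrast, a score of those genes (mean of the higher minus the lower ones) was set against the dominant share. Over the 6 libraries, the only relation of this kind computed, Pearson's r was −0.900 (exact permutation p 0.0264) and Spearman's rho −0.543 (exact permutation p 0.297). Without the 2 libraries farthest from the median share, r was −0.874 over 4 libraries. Both nanoceria levels entered together, and neither holds enough libraries for a separate value. A candidate explanation is a property of the libraries or of the RNA that moves the dominant share and many genes together, whether or not it differs between space and land for a biological reason. The small number of libraries and the difference between the coefficients leave this open. The regime difference therefore cannot be told apart from such a property, nor from the separate ground run.

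Space without gravity without nanoceria replicate 2 resembled land in its dominant share (70.3%). Over the 5842 genes used for correlations, its log2 CPM correlated with the 3 libraries of land without nanoceria at 0.835, 0.835 and 0.649. With its own group the values were 0.750 and 0.756. With land with nanoceria the values were 0.681, 0.763 and 0.639. Its closeness to land thus rested mostly on replicates 1 and 2 without nanoceria, and 0.763 was only slightly above the values with its own group. On the second principal component the library lay at −28.7, between land (−136 to −34.5) and the other space libraries (5.46 to 63.9). Its score of the called genes was 0.0225, above every land library (−2.92 to −1.29) and below the other space libraries (0.588 to 2.82). The land libraries helped to choose those genes, which pulls their scores from 0. Each was therefore scored again with genes called without it, which gave −2.27 to −0.250 on land, and 0 of the 6 scored as high as replicate 2 on the same genes. Libraries of space with gravity scored 0.705 to 2.65 in this way, each above replicate 2. The score places it with neither, so it cannot be told whether the library may be mislabelled or mixed, and no biological explanation was tested.

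Within groups, the log2 ratio of Lars2 to Gm23935 had an SD of 0.196, against 0.664 and 0.748 for each gene relative to the other counts, or 29.5% of the smaller. Both genes share the other counts as denominator, so that comparison alone cannot tell whether they are linked. The ratio was therefore set against pairs of the 50 most counted genes outside the dominant ones, without the smallest library. Its SD was then 0.157, and 0% of the 1225 pairs had an SD as small (lowest 0.240, median 0.861). Part of that gap may come from the lower counts of those genes. In the same libraries the ratio of Lars2 to Gm15564 had an SD of 0.142. Its ratios to the copies of Gm23935 had SDs of 0.346 (Gm24270), 0.391 (Gm24187) and 0.378 (Gm25911), each above that lowest value. The ratio of Lars2 was thus looser to the copies than to Gm23935, though still far under the median of 0.861. Gm23935 itself had ratio SDs of 0.108 to Gm15564, 0.213 to Gm24270, 0.267 to Gm24187 and 0.250 to Gm25911. The dominant genes therefore varied together more closely than most pairs of other genes. Lars2 lies on another chromosome and is not a copy of Gm23935. A candidate explanation is that reads of 1 abundant RNA were counted on both, but separate RNAs that remain or are removed together would look alike. Whether it is ribosomal RNA left after enrichment could not be settled, since the reference holds no full ribosomal repeat.

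The higher counts of mitochondrially encoded genes without gravity did not go away under the corrections tried. The directional p of the set with fry was 0.0171 with the dominant share as a covariate, 0.00755 with GC and length offsets and 0.0073 with the smallest library left out, against 0.00405 in the reported fit, all before adjustment over the 14 sets. The mitochondrial share of the other counts was also higher without gravity (exact permutation p 0.01, adjusted 0.02, with and without the smallest library). The adjusted p of the set was 0.0567, from 0.0493 to 0.160 across fits that each left out one replicate, and from 0.00182 (compared groups only) to 0.239 (covariate) across the other settings of fry. Camera gave 3.14e-16. As many sets came from 20 of the 100 splits. The size was a median log2 fold change of 1.34, with 11 of 11 members higher. Since the share passed but the set did not after adjustment in the reported fit, and reads shared with nuclear copies of mitochondrial genes were not tested, an effect of gravity on these transcripts may be put forward only as a hypothesis.

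Land without nanoceria replicate 1 held most counts of several muscle genes, such as 75 of the 79 counts of Ckm and 44 of the 59 of Myog. The remaining markers of the myogenic set, a list fixed before the data were examined, were then tested. Of 19 markers with at least 10 counts, 17 were highest in that library among 17 libraries (1.12 expected by chance if markers were independent, which they are not), 16 of them by at least 2-fold over any other library. Des and Cdh15 were highest elsewhere. A candidate explanation is a small number of differentiating cells in that culture. Muscle RNA carried over from another sample would look alike and was not tested, and the pattern concerns 1 library.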
